A study of Mus musculus with 8 samples. Its data were reported in "Function of GATA Factors in the Adult Mouse Liver" (2013).

How the data were processed

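Total RNA of hepatocytes was amplified and biotin-labelled by the authors with a TargetAmp-Nano kit and hybridised to Illumina MouseWG-6 v2 bead arrays, 1 array per sample. Per the labels, only RNA with a high integrity number was used. The authors exported the signal and a detection p-value per probe with GenomeStudio (version not given in the sources used here). The deposited non-normalized table holds the signal as a linear intensity for 45281 probes in 8 arrays, with neither background subtraction nor normalization between arrays. The deposited detection p-value compares each probe with the negative control beads of its array.

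A deposited value table holds the intensity after the authors' quantile normalization for 16820 probes. It matched a quantile normalization of the non-normalized table within 0.0389 on the log2 scale, its scale was linear and uncentred, and the medians of its columns lay between 708.1 and 709.1. All its probes were detected in 1 or more arrays, and 2798 other detected probes were not in it, for a reason that is not given in the sources used here. Of its probes 14408 had 1 gene symbol, 7 had several and 2405 had none in the platform annotation, which can be old. The gene identifiers of 14394 probes were in the reference gene table and 0 symbols changed. Probes without a single symbol, 5210 of those detected, were tested under their probe identifier and not named.

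The non-normalized intensities were background-corrected by normexp with the background inferred from the detection p-values, given an offset of 16, quantile-normalized and put on the log2 scale (neqc in limma 3.58.1, R 4.3.3). Probes with a detection p-value above 0.05 in all 8 arrays were left out, which kept 19618 probes, of which 12779 were detected in all 8. Each gene was represented by its probe with the highest mean over all arrays. AAV-Cre was compared with AAV-GFP by lmFit and eBayes in limma, without covariates, with Benjamini-Hochberg adjustment over 14850 features. Calls were made at an adjusted p of 0.25, 1 of the FDR thresholds named in the study's methods, and also at 0.05 and at 0.25 with a fold of 1.5. Adjusted p-values given for genes come from this limma test and log2 differences are AAV-Cre minus AAV-GFP. The median standard error of a log2 difference was 0.201.

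There were 34 gene lists, of which 33 had at least 3 measured genes and were tested by camera with a preset correlation of 0.01, adjusted over the lists, at 0.05. Adjusted p-values given for lists come from camera in limma unless fry is named. The Y-linked list had 2 measured genes and was not tested, with 1 past the test over the list alone and 0 over all genes. Counts over the list alone used an adjusted p of 0.25. The groups, the main test, the lists, the alternatives planned and the rule for named genes were fixed before the data were examined. The rule took every measured GATA and FOG gene, Hnf4a, F10, Alb and Onecut1, the 10 genes that the text of the study names because RT-qPCR went the same way as its arrays, up to 12 called genes with separate groups in each direction, filled up to 5 by the smallest p, and up to 4 members of each list by the smallest p. It gave 138 genes. Of these 41 had 2 or more detected probes, and 7 of them had a probe of the opposite sign, Prkd3, Zfp444, Nr1d2, Nfkbia, Ddit3, Mcm6 and Csf3r. Soat2, Onecut1 and Zfpm1 were not measured under a name here.

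On simulated data with the spread of these arrays and 14850 features, the limma test recovered 65% of changes of 1 and 96% of changes of 2 on the log2 scale at an adjusted p of 0.25, with 27.2% of calls false. In data simulated in the same way, with genes varying independently, camera called 1 list of 20 genes shifted by 0.5 and 0 of 100 unshifted lists. With an estimated correlation camera also called the shifted list (adjusted p = 0.0144) and 0 of 100, and fry called it (0.00282) and 1 of 100. These lists do not show how often camera calls lists whose genes vary together. The correlation estimated in the real data was 0.58 for the sinusoidal endothelial list. The SAM statistic was computed over all permutations of the labels by a script of its own. Alternatives changed the background correction, offset, normalization, source of values, detection filter, probe choice, variance model, array weights, replicate block, the arrays used, the set test and the gene test. Alternatives without AAV-GFP replicates 1 and 4, without AAV-Cre replicates 3 and 4, with Xist or AAV-Cre replicates 3 and 4 as terms, SAM on the authors' value table and over all probes, the RT-qPCR list with 4 more genes of the study's primers and other FDR thresholds were added after seeing the data. Figures were drawn with matplotlib 3.10.9.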

Results

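Gene expression was measured in hepatocytes from livers of adult mice whose Gata4 alleles were flanked by loxP sites. GATA4 is a zinc finger transcription factor. The mice had received an adeno-associated virus intravenously 2 weeks earlier, either AAV8-Tbg-Cre (AAV-Cre), which carries the recombinase that excises the floxed part of the gene, or AAV8-Tbg-GFP (AAV-GFP), the control. The Tbg promoter drives expression in hepatocytes. There were 4 AAV-Cre and 4 AAV-GFP samples, each hybridised to 1 mouse whole-genome bead array with 45281 probes. Between 14788 probes (AAV-Cre replicate 3) and 16387 probes (AAV-GFP replicate 4) were detected above the negative control beads of an array, and AAV-Cre replicate 4 had 15067. Bead arrays give no read depth, so the number of arrays limits the precision. The labels do not say that each sample came from its own mouse, so p-values measure the spread between these samples.

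The targeted gene was examined first. The single Gata4 probe lay near background in all arrays. Its normalized log2 signal was 5.31, 5.37, 5.02 and 5.10 in AAV-GFP replicates 1 to 4 and 6.28, 5.85, 5.72 and 5.84 in AAV-Cre replicates 1 to 4, and only AAV-Cre replicate 1 passed detection. The AAV-Cre mean was 0.72 ± 0.16 (SE, n = 4 per group) above the AAV-GFP mean on the log2 scale, with a limma adjusted p of 0.535. The probe was not detected in any AAV-GFP array, so a fall could not be seen with it. Where it lies relative to the deleted exons is also not given in the sources used here. The probe thus checks neither the excision nor the labels. The study reported reduced GATA4 mRNA and protein after AAV-Cre, and loss of GATA4 from the sites it examined by ChIP. Gata6, the other GATA factor measured above background, had a log2 difference of 0.067 ± 0.19 (SE, limma adjusted p = 0.915), and Zfpm2, which encodes the cofactor FOG2, was near background with a difference of -0.25. Gata6 took the opposite sign without AAV-GFP replicate 1 (-0.045), without AAV-Cre replicate 4 (-0.048) and without AAV-Cre replicates 3 and 4 (-0.011). The hepatocyte regulator Hnf4a (-0.067), the clotting factor gene F10 (0.095) and albumin, Alb (-0.22), also did not pass the test. The Alb probe had a mean log2 signal of only 9.74 in AAV-GFP, against 15.25 for F10 and 14.03 for Hnf4a. How well that probe reports albumin RNA was not tested. With 1 array left out F10 ran from 0.043 (without AAV-Cre replicate 2) to 0.16 (without AAV-Cre replicate 1), and it was 0.18 without AAV-GFP replicates 1 and 4. Alb differed by -0.078 without AAV-Cre replicate 1 and by -0.38 without AAV-Cre replicates 3 and 4. Zfpm2 differed by -0.39 without AAV-GFP replicates 1 and 4. Hnf4a had the opposite sign without AAV-Cre replicate 3 (0.043), without AAV-Cre replicates 3 and 4 (0.058) and under scaling to the 75th percentile (0.0019). Of the GATA and FOG list, 3 of 8 genes were measured, 0 passed over all genes tested, and 1 did when adjusted over the list alone.

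The comparison of AAV-Cre with AAV-GFP asks which transcripts depend on GATA4 in adult hepatocytes. No named gene passed the test. Mbl2, which encodes the secreted mannose-binding lectin of complement, came closest, with a log2 signal of 15.29 ± 0.16 in AAV-GFP and 13.71 ± 0.42 in AAV-Cre (mean ± SD, n = 4 each), a log2 difference of -1.59 and a limma adjusted p of 0.313. The only feature that passed was the unnamed probe ILMN_2476405, chosen for mention after its values were seen. It fell by 8.80 on the log2 scale, from 14.38 ± 0.93 in AAV-GFP to background in all 4 AAV-Cre arrays (limma adjusted p = 1.04e-04), and was at least 281-fold brighter in AAV-GFP. For such bounds the dim group's mean was set, array by array, at the higher of its own value and the lowest detected value.

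Of 14850 features tested, 9640 named genes and 5210 unnamed probes, 1 was called by limma at an adjusted p under 0.25, 0 higher and 1 lower in AAV-Cre. The count was also 1 at 0.05 and 1 at 0.25 with a 1.5-fold change. At an unadjusted p under 0.05, 741 features were higher and 604 lower, 1345 in all, against 742 expected by chance. That count was 2207 without AAV-Cre replicate 1, 845 without AAV-Cre replicate 3, 756 without AAV-Cre replicate 4, 838 without AAV-GFP replicates 1 and 4 and 592 without AAV-Cre replicates 3 and 4. With no detection filter it was 2895, but 40513 features were tested there in place of 14850, so chance alone gives more. In 461 features all 4 AAV-Cre values lay above all 4 AAV-GFP values and in 253 all lay below, together 4.81% of features where chance gives 2.86%. The share higher at the unadjusted p, 55.1%, was 37.5% after cyclic loess normalization. Among named genes limma called 0, with 530 higher and 446 lower at an unadjusted p under 0.05, and the SAM statistic called 1 feature on these values, both with 1 probe per gene and over all probes. On the authors' value table it called 313 features with 1 probe per gene, 282 of them higher, and 562 over all probes, 544 of them higher, alternatives chosen after seeing the data. The count at 0.25 was 5 without AAV-GFP replicate 2, 3 without AAV-Cre replicate 1 and 2 without AAV-Cre replicate 2, and the count at 0.05 was 2 without AAV-Cre replicate 1, where Mbl2 had an adjusted p of 0.0212. Mbl2 also passed under 8 processing alternatives, among them the authors' value table (0.0772).

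Among the genes with the smallest p in each direction, those higher in AAV-Cre were Serpina7, Adam11, Ppp4r4, Zfp444 and Arhgap44, none past the test. Serpina7, which encodes thyroxine-binding globulin, had a log2 signal of 8.94 ± 1.17 in AAV-GFP and 11.82 ± 0.38 in AAV-Cre (mean ± SD, n = 4 each), a difference of 2.88 with a limma adjusted p of 0.534, and it passed in the authors' value table (0.171). Adam11 differed by 1.86 and passed without AAV-GFP replicate 2 (0.0960). Ppp4r4, a regulatory subunit of protein phosphatase 4, differed by 0.93 and Arhgap44 by 0.78. Zfp444 was not detected in any AAV-GFP array and was at least 1.24-fold brighter in AAV-Cre. Its difference of 0.79 was 0.082 without AAV-Cre replicate 2 and -0.068 without AAV-Cre replicates 3 and 4, in both of which another probe had the highest mean. Those lower in AAV-Cre, besides Mbl2, were Gstt3, a glutathione transferase (-1.64), Acot4, a peroxisomal acyl-CoA thioesterase (-1.49), Sp5, a target of Wnt signalling (-1.12), and Rgn, regucalcin (-1.05), with limma adjusted p from 0.421 to 0.534. In all 10 of these genes every AAV-Cre array lay on one side of every AAV-GFP array. In the authors' value table Acot4 differed by -0.44, Sp5 by -0.34, Rgn by -0.46, Gstt3 by -1.59 and Mbl2 by -1.56. There Serpina7 differed by 2.27, Adam11 by 0.75, Ppp4r4 by 0.615, Arhgap44 by 0.41 and Zfp444 by 0.21. Acot4 was detected in 1 and Sp5 in 2 of the 4 AAV-Cre arrays.

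**Figure D1:**
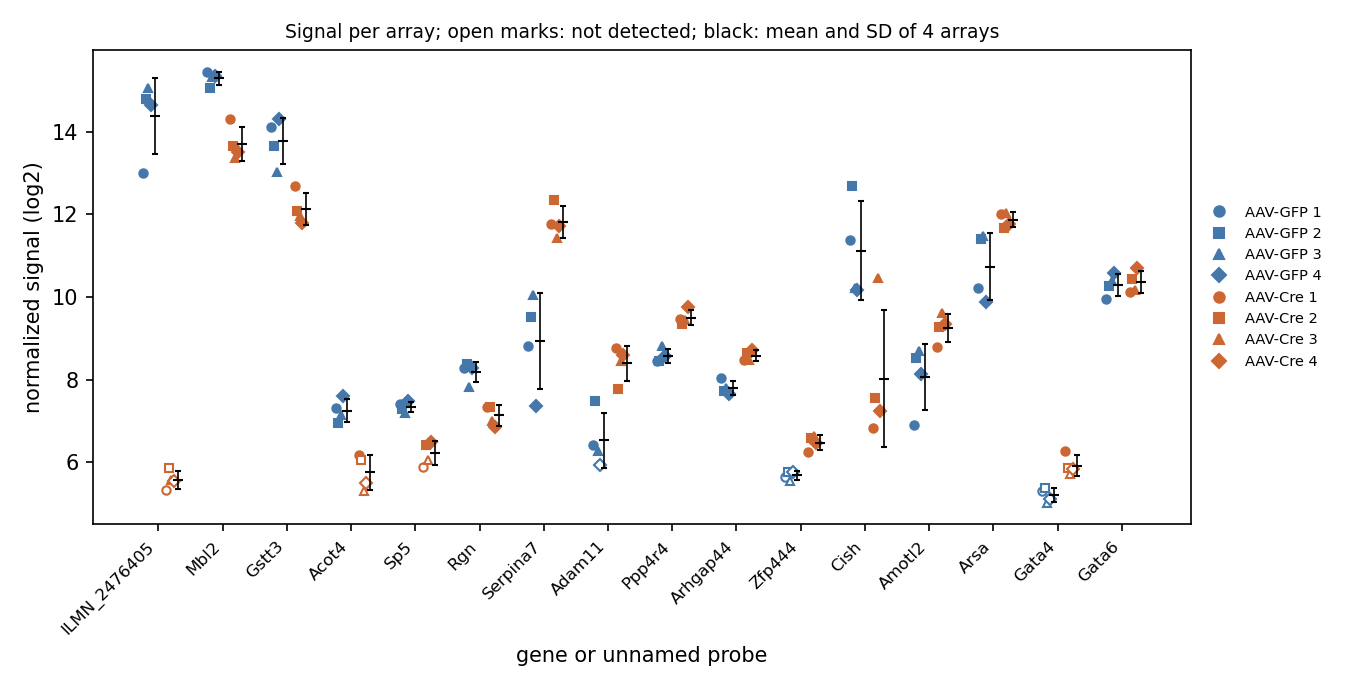
Normalized log2 signal (y axis) of the unnamed probe and 15 genes (x axis) in 4 AAV-GFP arrays (blue) and 4 AAV-Cre arrays (orange), with open marks where the plotted probe was not detected and black bars for the mean and SD. ILMN_2476405 stood at 14.38 against 5.58, Mbl2 at 15.29 against 13.71, and the 4 Cish values in AAV-Cre spread from 6.82 to 10.46.

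Another list held 10 genes that the text of the study names because RT-qPCR went the same way as its arrays. Of these 9 were measured, and as a list they were higher in AAV-Cre (camera adjusted p = 0.00647). The adjusted p was 0.475 with an estimated correlation, and it was 0.238 when 4 further genes with RT-qPCR primers in the study, Abhd2, Zfp36l1, Ahctf1 and Gpr155, were added after seeing the data. Of those 3 were measured, with differences of -1.51, -0.19 and -0.26 for Abhd2, Zfp36l1 and Ahctf1. All the added genes are listed as downregulated by the study. A test of a shared direction weakens when genes that fall join a list that rises. The lost call is thus no evidence against the direction of any of these genes. Amotl2, which encodes angiomotin-like 2, differed by 1.19, the lysosomal enzyme Arsa by 1.13, the scavenger receptor Stab2 by 1.03 and Cyp7b1, an oxysterol hydroxylase of bile acid synthesis, by 0.71. The differences were 0.64 for Amotl2, 0.44 for Arsa and 0.39 for Cyp7b1 without AAV-GFP replicates 1 and 4. Stab2 also belongs to the sinusoidal endothelial list and Cyp7b1 to the bile acid and male-biased lists, which are described below. Cish, an inhibitor of cytokine signalling, was lower in AAV-Cre, with 11.11 ± 1.196 in AAV-GFP and 8.02 ± 1.66 in AAV-Cre (mean ± SD, n = 4 each) and a difference of -3.10. The study lists Cish as downregulated too. Egfr (0.37), Prkd3 (0.19) and Inmt (0.079) differed by less on the probe with the highest mean, and by 0.91, 0.82 and 0.76 on the probe with the smallest p when all probes were tested. With 1 array left out Egfr ran from 0.11 (without AAV-GFP replicate 2) to 0.59 (without AAV-Cre replicate 3), Prkd3 from 0.051 (without AAV-Cre replicate 1) to 0.35 (without AAV-GFP replicate 1) and Inmt from -0.0038 (without AAV-GFP replicate 4) to 0.14 (without AAV-Cre replicate 2). The Inmt probe had a deposited signal of 54260 in AAV-GFP replicate 4, 59400 in AAV-Cre replicate 2 and 66740 to 69510 in the other 6 arrays, where the highest signal of an array was 70406 to 71285. Of the 9, 0 passed over all genes tested and 6 passed when adjusted over the list alone, 5 higher and 1 lower. The study chose these genes on these samples and by their outcome, so neither the call, their direction nor that count is independent evidence.

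Genes with sex-biased expression in mouse liver differed between the groups. The male-biased list rose in AAV-Cre (camera adjusted p = 0.00294), with 14 of 15 measured genes higher and a median log2 difference of 0.92, and the female-biased list fell (camera adjusted p = 0.00647), with 15 of 19 lower and a median of -0.71. With an estimated correlation both had an adjusted p of 0.644. Elovl3, a fatty acid elongase, differed by 2.60, Bcl6 by 1.90 and Mup20 by 1.01, while A1bg differed by -5.16, Cyp17a1 by -1.55 and Tox by -1.41. No member passed over all genes tested. Adjusted over the list alone, 10 male-biased genes were higher and 1 lower, and 3 female-biased genes were higher and 12 lower. Xist, the transcript of the inactive X chromosome, had a log2 signal of 13.33 in AAV-GFP replicate 1 and 13.78 in AAV-GFP replicate 4 and from 5.07 to 5.33 in the other 6 arrays, and the Y-linked gene Uty was detected in those other 6 arrays only. A1bg reached 14.36 and 16.07 in AAV-GFP replicates 1 and 4 and at most 6.55 elsewhere. It was detected in only 1 AAV-Cre array, so the size of its difference rests on values near background there. Without AAV-GFP replicates 1 and 4 the direction turned for both lists, with adjusted p of 0.429 for the male-biased and 0.434 for the female-biased genes, and Elovl3 differed by 0.69, Mup20 by 0.52, Cyp17a1 by -0.91, Tox by -0.87 and A1bg, on another probe, by 0.54. Without AAV-GFP replicate 4 alone these were 0.0721 and 0.169, and the female-biased call was also lost with array weights (0.0585) and with detection required in a whole group (0.110). The labels do not give the sex of the mice.

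**Figure D2:**
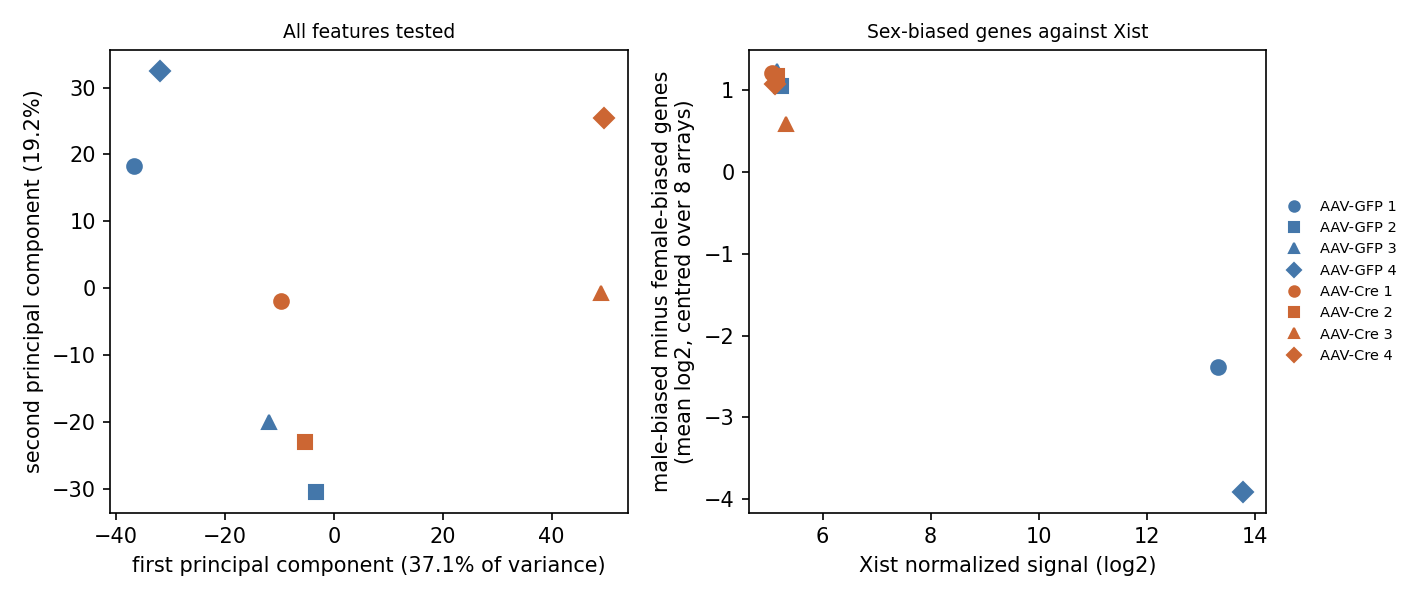
Left, the 8 arrays on the first principal component (x axis, 37.1% of variance) and the second (y axis, 19.2%), where AAV-Cre replicates 3 and 4 lie at 49.0 and 49.6 and the other 6 arrays between -36.7 and -3.31. Right, the mean log2 signal of male-biased minus female-biased genes, centred over the arrays (y axis), against the Xist log2 signal (x axis), where AAV-GFP replicates 1 and 4 lie at -2.39 and -3.90 and the other 6 arrays between 0.58 and 1.23.

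Markers of sinusoidal endothelial cells and of macrophages were higher in AAV-Cre as lists, and those of other non-parenchymal cells did not pass. The sinusoidal endothelial list rose (camera adjusted p = 0.00185), with 22 of 24 measured genes higher and a median log2 difference of 0.43, and the list of Kupffer cell and macrophage genes rose (camera adjusted p = 0.00647), with 16 of 18 higher and a median of 0.44. With an estimated correlation the adjusted p was 0.644 for both. The arrays of a group did not all move alike. Median deviations of the Kupffer list ran from -0.50 to 0.20 in AAV-GFP. In AAV-Cre replicates 1 to 4 they were 0.47, 0.64, -0.098 and -0.078. Those of the endothelial list ran from -0.50 to 0.52 in AAV-GFP. In AAV-Cre replicates 1 to 4 they were 0.22, -0.26, 0.42 and 0.40. By RT-qPCR of isolated hepatocytes the study found no significant difference between the vectors in CD31, VE-cadherin or CD68. Plvap, a protein of endothelial fenestrae, differed by 0.87, the scavenger receptor Stab1 by 0.91 and Ltbp4 by 0.76. The complement genes C1qb and C1qc differed by 1.26 and 0.75, the macrophage receptor Csf1r by 0.49 and Vsig4 by 0.60. Stab1 differed by 0.57 and Csf1r by 0.26 without AAV-GFP replicates 1 and 4, and without AAV-Cre replicates 3 and 4 Stab1 differed by 0.45 and Vsig4 by 0.91. Of their members 0 passed over all genes tested, and adjusted over the list alone 6 endothelial genes were higher, as were 7 macrophage genes, with 1 lower. The Kupffer call was lost without AAV-GFP replicate 2 (0.0813), AAV-Cre replicate 1 (0.162) or AAV-Cre replicate 2 (0.103), and the endothelial call without AAV-Cre replicates 3 and 4 (0.0521). Lists of the remaining cell types did not pass. The camera adjusted p was 0.119 for cholangiocyte genes, 0.119 for lymphocyte and NK cell genes, 0.212 for stellate cell and fibroblast genes, 0.644 for neutrophil genes and 0.926 for erythroid genes. Sox9 of the cholangiocyte list differed by 1.19, Cd74 of the lymphocyte list by 0.90 (0.56 without AAV-Cre replicate 1), and Pdgfra of the stellate list, not detected in AAV-GFP, was at least 1.15-fold brighter in AAV-Cre. Adjusted over the list alone, 1 cholangiocyte, 4 stellate, 2 lymphocyte, 0 neutrophil and 0 erythroid genes were higher. Fry, which asks whether a list's own genes move one way, called the cholangiocyte list (0.0416). Leaving out 1 array made the cholangiocyte list pass without AAV-GFP replicate 3 (0.0490), the stellate list without AAV-GFP replicate 4 (0.0457) and the lymphocyte list without AAV-GFP replicate 4 (0.0457), AAV-Cre replicate 3 (0.0310) or AAV-Cre replicate 4 (0.0178). The lymphocyte list also passed without AAV-Cre replicates 3 and 4 (3.12e-04), with all probes tested (0.00452), under scaling to the 75th percentile (0.0292) and with no detection filter (0.0469), as the cholangiocyte list did with no filter (0.0453).

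Genes of sterol metabolism were lower in AAV-Cre as lists, but not in every array. The list of cholesterol synthesis and uptake fell (camera adjusted p = 0.00490), with 15 of 18 measured genes lower and a median log2 difference of -0.51, and the list of cholesterol export and esterification fell (camera adjusted p = 0.0394), with 8 of 10 lower and a median of -0.24. With an estimated correlation the adjusted p was 0.644 and 0.599. The median deviation of the synthesis list was 0.049, 0.078, -0.19 and 0.85 in AAV-GFP replicates 1 to 4. In AAV-Cre replicates 1 to 4 it was -0.72, 0.57, -0.65 and -0.076. Dhcr7 differed by -0.93, Tm7sf2 by -0.68 and Ebp by -0.59, enzymes of the last steps of cholesterol synthesis. Ces1g, a carboxylesterase, differed by -2.33 and Npc2, which binds cholesterol in lysosomes, by -1.06, while Scarb1, the receptor of high-density lipoprotein, differed by 0.53. Without AAV-Cre replicates 3 and 4 the differences were -0.52 for Dhcr7, -0.42 for Tm7sf2, -0.23 for Ebp and -0.17 for Npc2, and Dhcr7 differed by -0.55 without AAV-GFP replicate 4. Among the members 0 passed over all genes tested, and adjusted over the list alone 0 synthesis genes passed and 1 export gene was higher and 4 were lower. The synthesis call was lost without AAV-GFP replicate 4 (0.170) or AAV-Cre replicate 1 (0.0754), and the export call without AAV-GFP replicate 2 (0.0830), AAV-GFP replicate 4 (0.139) or AAV-Cre replicate 4 (0.0831). Without AAV-GFP replicates 1 and 4 the adjusted p was 0.429 for synthesis and 0.0860 for export, and without AAV-Cre replicates 3 and 4 it was 0.152 for both. The export call was also lost after cyclic loess (0.0749) and with detection required in a whole group (0.0539).

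The list of fatty acid synthesis also fell (camera adjusted p = 0.0302), with 13 of 20 measured genes lower and a median log2 difference of -0.21. The adjusted p was 0.644 with an estimated correlation. Acacb, an acetyl-CoA carboxylase whose product restrains fatty acid oxidation, differed by -1.66, and the desaturases Fads1 and Scd1 differed by -0.46 and -0.44, with deposited signals of up to 69360 and 69830 that came near the highest of an array, whereas Elovl3, which the male-biased list also holds, differed by 2.60. Acacb differed by -0.93 and Elovl3 by 0.69 without AAV-GFP replicates 1 and 4, and without AAV-Cre replicates 3 and 4 Scd1 differed by -0.28. Over all genes tested 0 members passed, and adjusted over the list alone 1 was higher and 4 were lower. The call was lost without AAV-GFP replicate 3 (0.0554), AAV-GFP replicate 4 (0.1995), AAV-Cre replicate 2 (0.0829) or AAV-Cre replicate 3 (0.0710), without AAV-GFP replicates 1 and 4 (0.132), without AAV-Cre replicates 3 and 4 (0.101) and under 3 processing alternatives.

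Both lists of zonated hepatocyte genes were lower in AAV-Cre as lists, but not in the same arrays. Periportal genes had a median log2 difference of -0.38, with 12 of 17 measured genes lower (camera adjusted p = 0.00871), and pericentral genes a median of -0.089, with 13 of 21 lower (camera adjusted p = 0.0288). With an estimated correlation the adjusted p was 0.599 for both. Median deviations of the periportal list were 0.18, 0.10, -0.38 and -0.49 in AAV-Cre replicates 1 to 4. Those of the pericentral list were -0.26, -0.12, 0.092 and 0.0086 in the same arrays. Without AAV-Cre replicates 3 and 4 the pericentral list kept its call (camera adjusted p = 0.00693). Of the periportal genes, Hsd17b6 differed by -1.98, Aldh1b1 by -1.57 and Sult5a1 by -1.02, and of the pericentral genes Sp5 differed by -1.12, Rgn by -1.05 and Cyp2c29 by -0.71. Over all genes tested 0 members passed, and adjusted over the list alone 3 were lower in each. Hsd17b6 stood at 7.80 and 6.99 in AAV-Cre replicates 3 and 4 and at 10.18 or more in the other 6 arrays, and Aldh1b1 at 8.21 and 8.48 against 10.37 or more. Those arrays stood apart from the other 6 on the first principal component. Without them Hsd17b6 differed by -0.39 and Aldh1b1 by -0.45 and the periportal list had an adjusted p of 0.435, and without AAV-GFP replicates 1 and 4 Sult5a1 differed by -0.64 and Cyp2c29 by -1.14 and the periportal list had 0.0909. Without AAV-Cre replicate 4 alone Hsd17b6 differed by -1.32, and without AAV-GFP replicate 2 Cyp2c29 differed by -0.45. The pericentral call was lost without AAV-GFP replicate 2 (0.0964), AAV-GFP replicate 4 (0.139), AAV-Cre replicate 1 (0.115) or AAV-Cre replicate 2 (0.0713), with the replicate number as a block (0.0572), without AAV-GFP replicates 1 and 4 (0.248) and under 4 processing alternatives.

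**Figure D3:**
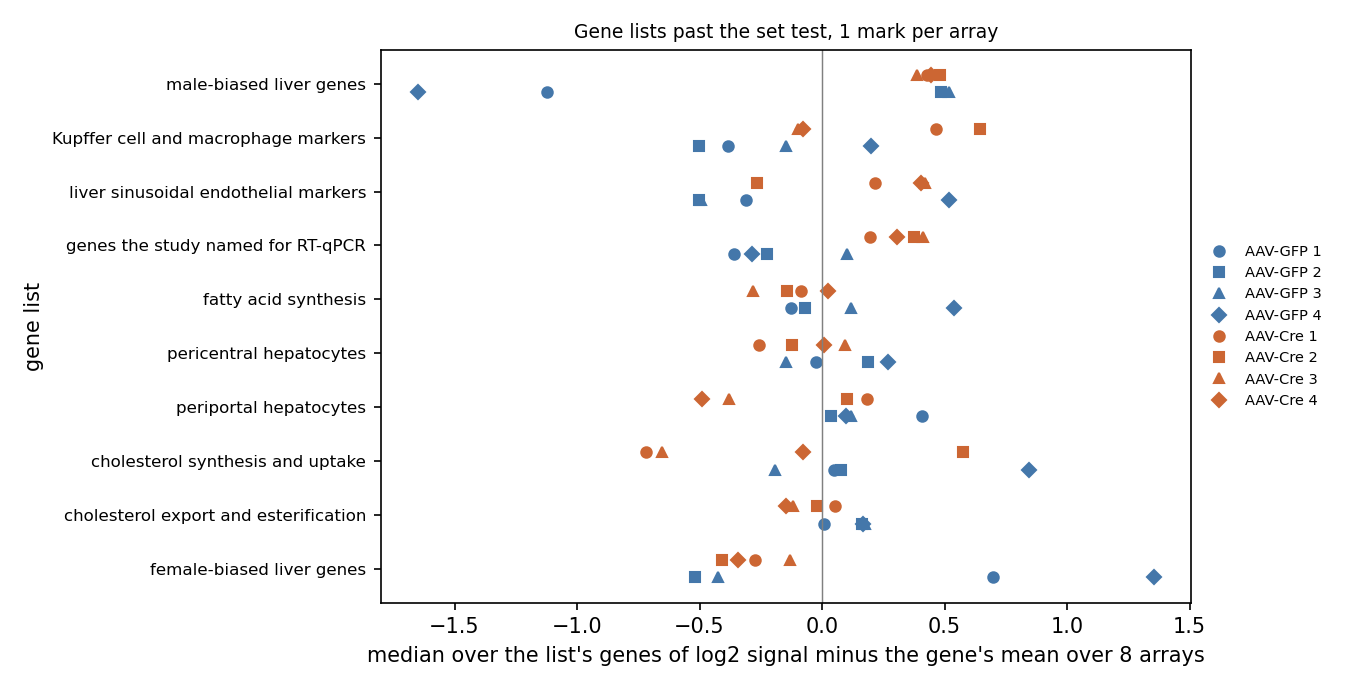
Median over each list's genes of the log2 signal minus the gene's mean over 8 arrays (x axis) for the 10 lists that passed (y axis), 1 mark per array, AAV-GFP in blue and AAV-Cre in orange. The male-biased genes lie at -1.12 and -1.65 in AAV-GFP replicates 1 and 4 and between 0.39 and 0.52 in the other 6 arrays.

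In all, camera with its preset correlation called 10 of the 33 lists tested, 4 higher and 6 lower, and 9 of 32 when the RT-qPCR list was left out. With an estimated correlation 0 passed. Fry called 2, the cholangiocyte list and the RT-qPCR list, which was selected by its outcome (adjusted p = 0.0190, and 0.204 with the added genes). Those added genes are listed as downregulated by the study, so they work against a shared rise. Without AAV-GFP replicates 1 and 4, 5 lists passed, and without AAV-Cre replicates 3 and 4, 6 did.

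Other hepatocyte functions did not pass the test as lists. Among genes of conjugation (camera adjusted p = 0.0590) Gstt3 differed by -1.64 and Ugt1a9, which adds glucuronic acid, by -0.71, and adjusted over the list alone 2 were higher and 4 lower. For urea cycle and amino acid catabolism (camera adjusted p = 0.0963) the urea cycle enzyme Otc stood at 10.19 ± 0.31 in AAV-GFP and 8.22 ± 1.49 in AAV-Cre (mean ± SD, n = 4 each), with 7.45 and 6.51 in AAV-Cre replicates 3 and 4, and 0 members passed over the list alone. The conjugation list passed without AAV-GFP replicate 1 (0.0445), AAV-GFP replicate 4 (0.0457) or AAV-Cre replicate 1 (0.0310), and the urea cycle list without AAV-GFP replicate 1 (0.0229) or AAV-Cre replicate 1 (0.0356). Both passed without AAV-GFP replicates 1 and 4 (0.0225 each), with the Xist level as a covariate (0.0299 and 0.0358), under scaling to the 75th percentile (0.0274 and 0.0370) and with array weights (0.0343 each), and the conjugation list also passed without background correction (0.0423), with an offset of 50 (0.0466) and with no detection filter (0.0461). Secreted hepatocyte proteins (camera adjusted p = 0.125) included Apoa2 (-0.98), Apoh (-0.90) and Rbp4 (-1.13), with 0 past the list alone. Apoh stood at 11.76 and 11.78 in AAV-Cre replicates 3 and 4 and from 13.42 to 13.58 in the other 6 arrays, and the list passed without AAV-Cre replicate 2 (0.0249). Of the hepatocyte transcription factors (camera adjusted p = 0.725), Foxa2 differed by -0.77 and Foxa1 by 0.71, and adjusted over the list alone 1 was higher and 2 lower. In bile acid synthesis and transport (camera adjusted p = 0.970), Cyp39a1 differed by -1.24, Cyp8b1 by 0.88 and the transporter Slc22a7 by 0.60, and adjusted over the list alone 5 were higher and 3 lower. In fatty acid oxidation (camera adjusted p = 0.507) Ehhadh differed by -0.91 and Auh by 0.67, with 5 higher and 7 lower over the list alone. Without AAV-Cre replicates 3 and 4 the differences were -0.28 for Ugt1a9, -0.73 for Otc, -0.22 for Apoa2, -0.031 for Apoh, 0.066 for Rbp4, 0.39 for Foxa1, -0.54 for Ehhadh and 0.36 for Auh, and without AAV-GFP replicates 1 and 4 they were -0.78 for Cyp39a1, 0.53 for Cyp8b1 and 0.44 for Auh. Phase 1 cytochrome P450 genes (camera adjusted p = 0.313) and glucose metabolism (1.00) had 0 members past the list alone.

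Response genes did not pass as lists either. The suppressor of cytokine signalling Socs2 differed by -2.34 and Cux2, detected only in AAV-GFP replicates 1 and 4, was at least 3.68-fold brighter in AAV-GFP, and the list of STAT5 and growth hormone feedback had a camera adjusted p of 0.121, with 2 higher and 4 lower over the list alone, and passed under scaling to the 75th percentile (0.0370). Acute phase genes (camera adjusted p = 0.203) and interferon-stimulated genes (0.519) had 0 members past the list alone, and the acute phase list passed without AAV-Cre replicate 2 (4.84e-04), in which Lcn2 stood at 15.41. Immediate early and dissociation stress genes (camera adjusted p = 0.799) had 1 member higher over the list alone, with Nfkbia at 0.54, and the integrated stress and unfolded protein response (0.519) had 4 higher and 2 lower, with Atf4 at -0.87 and Ddit3 at 0.53 (-0.47 and 0.26 without AAV-Cre replicates 3 and 4). Circadian genes (camera adjusted p = 0.844) had 1 higher over the list alone, with Nr1d1 at 1.19. As a list they passed as lower in AAV-Cre without AAV-GFP replicate 1 (0.00843), in which Ciart stood at 6.51 against 11.44 or more elsewhere. The median deviation of the list was 0.14, 0.56 and 0.70 in AAV-GFP replicates 2 to 4 and from -0.0069 to 0.17 in AAV-Cre. Of the cell cycle genes (camera adjusted p = 0.828) the replication helicase subunit Mcm5 differed by 0.66, with 1 higher over the list alone. Genes of mitochondrial respiration (0.852) and the cytosolic ribosome (0.354) had 0 past the list alone. Over all genes tested 0 members of any of these lists passed. The median, the mean and the test did not share 1 sign for hepatocyte transcription factors, bile acid synthesis, fatty acid oxidation, glucose metabolism, circadian, cell cycle, erythroid and mitochondrial genes.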

Values the study reported

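By SAM, the study reported 716 genes at an FDR under 25% in this comparison. Of these, 71 were up and 32 were down by at least 1.5 fold. At an FDR of 20% it gave 13 genes up and 14 down, and at 26% it gave 80 up and 111 down, with the same fold threshold.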

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

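The test applied here was chosen before the data were examined. In each group of 4 arrays, the array farthest from the others was picked out where its gap to the nearest array exceeded Dixon's critical share of the group's range at 95% confidence. Chance picks out about 1 in 20 groups, and 17 of 354 groups of named genes and list medians were picked out, where 18 would be by chance. Of these values 6 were in AAV-GFP replicate 1, 4 in AAV-GFP replicate 4, 3 in AAV-Cre replicate 1 and 2 each in AAV-GFP replicate 2 and AAV-Cre replicate 2.

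AAV-GFP replicate 1 was far below the other 3 arrays of its group for Ciart (6.51, others from 11.53 to 12.52), Nr1d2 (10.40, others from 11.19 to 11.28) and Nr1i2 (10.67, others from 11.37 to 11.49), and above them for Ehhadh (11.95, others from 11.45 to 11.51) and Rpl10a (15.62, others from 15.36 to 15.40). Its median deviation over the cholesterol export genes was 0.0091, against 0.16 to 0.18 in the others. In AAV-GFP replicate 4 the log2 signal of Tox was 10.84 (others from 8.64 to 8.77), that of Cd74 8.77 (others from 7.31 to 7.55) and that of H2-Eb1 6.81 (others from 6.19 to 6.22), and its median deviation over the lymphocyte and NK cell genes was 0.14, against -0.48 to -0.44 in the others. AAV-GFP replicate 2 stood apart for Cyp2c55 (10.26, others from 9.25 to 9.36) and Csf3r (5.77, others from 6.00 to 6.05).

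In AAV-Cre replicate 1 the signal of Alb was 9.10 (others from 9.63 to 9.69) and that of Scd1 was 15.998 (others from 15.37 to 15.40), and the median deviation over the lymphocyte and NK cell genes was 1.46, against -0.23 to -0.0067 in the other AAV-Cre arrays. AAV-Cre replicate 2 was low for Inmt (15.84, others from 16.05 to 16.08) and for Fmo1 (13.60, others from 14.06 to 14.12). The deposited signals of Scd1 and Inmt reached 69830 and 69510 in AAV-GFP replicate 3, whose highest signal was 71285.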

How the results depend on the processing

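The alternatives without AAV-GFP replicates 1 and 4, without AAV-Cre replicates 3 and 4, with the Xist level or those AAV-Cre replicates as terms, SAM on the authors' value table (over all probes or with 1 probe per gene) and over all probes here, the wider RT-qPCR list, and SAM at 0.05 and 0.30 or limma at 0.10 were chosen after seeing the data, and the others before. Over the results of 140 named genes and probes, 3245 kept their direction and side of the threshold, 0 lost a call, 11 gained one and 76 turned sign. Over 33 lists, 704 kept both, 73 lost the call, 33 gained one and 75 turned direction. Of the 140, only ILMN_2476405 was called in the main fit. The named genes thus had no call to lose, and keeping their side of the threshold says little about their stability. Log2 differences moved by over 1.5 times or turned sign in 59 of 140 without background correction and 58 of 140 in the authors' value table, all of these toward 0, in 43 of 138 without AAV-GFP replicates 1 and 4, in 64 of 138 without AAV-Cre replicates 3 and 4, and in 11 to 20 with 1 array left out. The probe ILMN_2476405 was called under all limma alternatives. Adjusted p-values are given for lists and log2 differences for genes, and the cause of a change was not tested. Fewer arrays also widen the error. Slide as a block was not run, because the sources used here do not name the slide of an array. In 12 of the 138 named genes the signal was at background in a whole group, which leaves only a bound or no fold. Scaling to the 75th percentile moved the median of all features to 0.12 on the log2 scale from 0.042, so differences under it stand against that shift. The labels number the samples in a run across both groups, so the replicate numbers used here are an order within each group, not stated pairs. Samples of the same replicate number correlated in their deviations from the group means at 0.190, 0.0648, 0.0244 and 0.1245. Only those of numbers 1 and 4 correlated best with each other both ways. These values neither show nor exclude that the numbers pair the samples. For its RT-qPCR of array genes the study used a paired t test between the vectors, and which samples form pairs is not given in the sources used here. With the replicate number as a block 1 feature was called at 0.25, and the pericentral call was the only list call that ended. The interferon list, not called otherwise, turned to higher and passed with both added terms. For Zfp444 another probe had the highest mean without AAV-Cre replicate 2 and without AAV-Cre replicates 3 and 4, and so it was for A1bg and Xist without AAV-GFP replicates 1 and 4.

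Without background correction, 2 features (0 higher, 2 lower) were called at 0.25, with or without a 1.5-fold change, and the direction turned for mitochondrial (0.989) genes. With an offset of 50, 2 features (0 higher, 2 lower) were called at 0.25, with or without a 1.5-fold change. After cyclic loess, 2 features (0 higher, 2 lower) were called at 0.25, with or without a 1.5-fold change, and the call ended for cholesterol export (0.0749), fatty acid synthesis (0.0853) and pericentral (0.0853) genes. Directions turned for circadian (0.892) and erythroid (0.892) genes in that setting. After scaling to the 75th percentile, 2 features (0 higher, 2 lower) were called at 0.25, with or without a 1.5-fold change, and the direction turned for bile acid (0.810) and glucose metabolism (0.820) genes. Signs turned for Hnf4a (0.0019) and Rhag (0.14) in that setting. In the authors' value table, 3 features (1 higher, 2 lower) were called at 0.25, with or without a 1.5-fold change, and the call ended for pericentral (0.0592) genes. With no detection filter, the direction turned for mitochondrial (0.958) genes. With detection required in all 4 arrays of a group, 2 features (0 higher, 2 lower) were called at 0.25, with or without a 1.5-fold change and 6 lists passed, and the call ended for cholesterol export (0.0539), fatty acid synthesis (0.110), female-biased (0.110) and pericentral (0.0539) genes. Directions turned for bile acid (0.886) and erythroid (0.883) genes in that setting. With all probes tested, the call ended for fatty acid synthesis (0.154) genes, and the direction turned for bile acid (0.674), glucose metabolism (0.625), circadian (0.656) and cell cycle (0.566) genes. With trend and robust settings of eBayes, 2 features (0 higher, 2 lower) were called at 0.25, with or without a 1.5-fold change. With array weights, 2 features (0 higher, 2 lower) were called at 0.25, with or without a 1.5-fold change, and the call ended for female-biased (0.0585) and pericentral (0.0585) genes. Directions turned for glucose metabolism (0.924) genes, and the sign turned for Kdm5d (-0.15) and Bpgm (-0.027) in that setting. With the replicate number as a block, the call ended for pericentral (0.0572) genes, and the direction turned for glucose metabolism (0.952) genes. Without AAV-GFP replicates 1 and 4, 5 lists passed, and the call ended for cholesterol synthesis (0.429), cholesterol export (0.0860), fatty acid synthesis (0.132), pericentral (0.248) and periportal (0.0909) genes. Directions turned for glucose metabolism (0.639), interferon (0.128), male-biased (0.429), female-biased (0.434) and immediate early (0.442) genes, and the sign turned for Inmt (-0.042), Ifit3 (0.039), A1bg (0.54), Uty (-0.025), Kdm5d (-0.90), Ciart (-0.080), Cldn7 (-0.079), Alas2 (-0.21), Car2 (0.38), Bpgm (-0.26) and Xist (0.25) in that setting. Without AAV-Cre replicates 3 and 4, 6 lists passed, and the call ended for cholesterol synthesis (0.152), cholesterol export (0.152), fatty acid synthesis (0.101), periportal (0.435) and endothelial (0.0521) genes. Directions turned for secreted protein (0.853), acute phase (0.797), interferon (0.0541), circadian (0.617), erythroid (0.268) and mitochondrial (0.719) genes, and the sign turned for Gata6 (-0.011), Hnf4a (0.058), Zfp444 (-0.068), Rbp4 (0.066), Ddx58 (0.099), Nr1d2 (0.098), Cox7a2 (0.076) and Atp5a1 (0.086) in that setting. With the Xist level as a covariate, 2 features (0 higher, 2 lower) were called at 0.25, with or without a 1.5-fold change and 5 lists passed, and the call ended for cholesterol synthesis (0.458), cholesterol export (0.0759), fatty acid synthesis (0.285), pericentral (0.370) and periportal (0.0812) genes. Directions turned for glucose metabolism (0.660), interferon (0.122), male-biased (0.547), female-biased (0.483), immediate early (0.490) and cell cycle (0.901) genes, and the sign turned for Inmt (-0.046), Ifit3 (0.041), Uty (-0.033), Kdm5d (-0.91), Ciart (-1e-04), Cldn7 (-0.078), Alas2 (-0.23), Car2 (0.38) and Bpgm (-0.26) in that setting. With AAV-Cre replicates 3 and 4 as a term, the call ended for cholesterol synthesis (0.125), cholesterol export (0.135), fatty acid synthesis (0.0863) and periportal (0.421) genes, and the direction turned for secreted protein (0.777), acute phase (0.7496), interferon (0.0643), circadian (0.718), cell cycle (0.919), erythroid (0.266) and mitochondrial (0.7496) genes. Signs turned for Gata6 (-0.011), Hnf4a (0.058), Rbp4 (0.066), Ddx58 (0.099), Nr1d2 (0.098), Cox7a2 (0.076) and Atp5a1 (0.086) in that setting. With both the Xist level and AAV-Cre replicates 3 and 4 as terms, 5 lists passed, and the call ended for cholesterol export (0.341), fatty acid synthesis (0.621), pericentral (0.341) and periportal (0.972) genes. Directions turned for secreted protein (0.717), cholesterol synthesis (0.815), glucose metabolism (0.883), acute phase (0.923), interferon (5.54e-07), male-biased (0.868), female-biased (0.815), cell cycle (0.815) and ribosome (0.815) genes, and the sign turned for Gata6 (-0.026), Hnf4a (0.12), Inmt (-0.095), Stard4 (0.20), Npc2 (0.012), Crp (0.043), Ifit3 (0.28), Ddx58 (0.36), Cux2 (0.074), Ciart (-0.17), Krt23 (-0.44), Cldn7 (-0.21), Alas2 (-0.14), Car2 (0.58), Bpgm (-0.032), Cox7a2 (0.15), Atp5a1 (0.11), Rpl10a (6e-04), Rpl32 (0.045) and Rpl26 (0.035) in that setting. With an estimated correlation, 0 lists passed, and the call ended for cholesterol synthesis (0.644), cholesterol export (0.599), fatty acid synthesis (0.644), male-biased (0.644), female-biased (0.644), pericentral (0.599), periportal (0.599), endothelial (0.644), Kupffer (0.644) and RT-qPCR (0.475) genes. By fry, 2 lists passed, and the call ended for cholesterol synthesis (0.496), cholesterol export (0.280), fatty acid synthesis (0.496), male-biased (0.444), female-biased (0.496), pericentral (0.397), periportal (0.444), endothelial (0.496) and Kupffer (0.444) genes. Directions turned for circadian (0.956), immediate early (0.956), erythroid (0.956) and mitochondrial (0.956) genes in that setting. With 4 more genes of the study's primers added to its list, the call ended for RT-qPCR (0.238) genes. By SAM at an FDR of 0.30, 170 features (138 higher, 32 lower) were called in all and 112 features (84 higher, 28 lower) were called with a 1.5-fold change. By SAM on all probes of the authors' value table at an FDR of 0.25, 562 features (544 higher, 18 lower) were called in all and 60 features (52 higher, 8 lower) were called with a 1.5-fold change. By SAM on all probes of the authors' value table at an FDR of 0.26, 770 features (752 higher, 18 lower) were called in all and 71 features (63 higher, 8 lower) were called with a 1.5-fold change. By SAM on all probes of the authors' value table at an FDR of 0.30, 2268 features (2227 higher, 41 lower) were called in all and 112 features (97 higher, 15 lower) were called with a 1.5-fold change. By SAM on that table with 1 probe per gene at an FDR of 0.25, 313 features (282 higher, 31 lower) were called in all and 51 features (38 higher, 13 lower) were called with a 1.5-fold change. By SAM on that table with 1 probe per gene at an FDR of 0.20, 45 features (29 higher, 16 lower) were called in all and 14 features (7 higher, 7 lower) were called with a 1.5-fold change. By SAM on that table with 1 probe per gene at an FDR of 0.26, 339 features (303 higher, 36 lower) were called in all and 53 features (38 higher, 15 lower) were called with a 1.5-fold change.

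With each array left out in turn, the count of called features ran from 1 to 5 at 0.25, from 1 to 2 at 0.05 and from 1 to 5 at 0.25 with a 1.5-fold change. Adjusted p-values ran from 0.777 to 0.983 for bile acid, 5.87e-06 to 0.170 for cholesterol synthesis, 0.0181 to 0.139 for cholesterol export, 0.00843 to 0.1995 for fatty acid synthesis, 0.821 to 0.991 for glucose metabolism, 0.129 to 0.812 for interferon, 4.40e-06 to 0.0721 for male-biased, 1.25e-04 to 0.169 for female-biased, 0.00843 to 0.984 for circadian, 0.281 to 0.960 for immediate early, 0.575 to 0.952 for cell cycle, 0.00221 to 0.139 for pericentral, 2.02e-04 to 0.162 for Kupffer, 0.409 to 0.993 for erythroid, 0.236 to 0.993 for mitochondrial and 0.129 to 0.963 for ribosome. Log2 differences of genes that turned sign ran from -0.048 to 0.17 for Gata6, -0.14 to 0.043 for Hnf4a, -0.0038 to 0.14 for Inmt, -0.22 to 0.77 for Kdm5d, -0.27 to 1.74 for Ciart, -0.89 to 1.02 for Lcn2, -0.14 to 0.23 for Csf3r and -0.066 to 0.31 for Bpgm.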

Other observations

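The tests of the sex of AAV-GFP replicates 1 and 4, of GATA4 loss acting alike on the first principal component, for ILMN_2476405 those of the deposited signal and of GATA4 loss, and those of other splits for unadjusted counts and for lists without the RT-qPCR genes, were chosen after the results were seen, as were the genes described first. A few transcripts were present or absent in AAV-GFP replicates 1 and 4 alone. The sulfotransferase genes Sult3a2 and Sult2a2, the transporter gene Slc22a26 and the transcription factor gene Cux2 were bright in those 2 arrays and dim in the other 6, with gaps on the log2 scale of 8.71, 8.12, 6.25 and 4.58, and a probe of Gm4956 was dim in those 2 and bright in the other 6, with a gap of 5.60. Alas2, the erythroid enzyme of heme synthesis, stood at 10.88 and 9.91 in them and from 13.12 to 13.52 in the others, and Krt23 of the cholangiocyte list at 8.76 and 9.14 against 9.73 to 12.93.

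Of the lymphocyte list, 3 genes picked after their values were seen, Cd74, H2-Ab1 and H2-Eb1, which act in class II antigen presentation, were highest in AAV-Cre replicate 1. There the log2 signal was 9.71, 10.01 and 8.32, and in the other 7 arrays it reached at most 8.77, 8.45 and 6.91. Hamp2, a hepcidin gene, ranged from 9.98 to 13.43 in AAV-Cre and from 12.21 to 13.73 in AAV-GFP, a difference of -1.40 ± 0.68 (SE) with a limma adjusted p of 0.535. It was -0.84 without AAV-Cre replicate 2, -0.76 without AAV-GFP replicates 1 and 4 and -2.45 without AAV-Cre replicates 3 and 4.

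The contrast of male-biased with female-biased genes was the mean log2 signal of the first list minus that of the second, and it differed between the groups by 2.01 over all 8 arrays. Without AAV-GFP replicates 1 and 4 the difference was -0.13, and as a share of the value over 8 arrays it was -0.0653. Those values argue against a shift of these genes by loss of GATA4 in mice of the same sex as the source of the pattern. They are consistent with the explanation that AAV-GFP replicates 1 and 4 came from female mice, the arrays with a high Xist signal and no detected Uty. The sex of the mice is not in the labels, Kdm5d was also not detected in AAV-Cre replicates 3 and 4, and a mixed-up sample was not tested.

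AAV-Cre replicates 3 and 4 stood apart on the first principal component by a gap of 0.606 of its range, and Atp5a1 was at 9.54 and 9.21 in them and from 11.30 to 11.50 in the other 6 arrays, as Cox7a2 was at 8.21 and 7.89 against 10.03 to 10.50. The gap was at least 0.535 under 3 other normalizations, which argues against background correction or quantile normalization as the source, and 0.5985 on the 3713 brightest features, which argues against dim probes. AAV-Cre replicates 1 and 2 lay at -9.67 and -5.24, so 0 of these 2 lay beyond the AAV-GFP arrays (-36.7 to -3.31) toward replicates 3 and 4 (49.0 and 49.6). Those positions show no shift shared by all 4 AAV-Cre samples along this component. They largely restate the pattern, which sets these 2 with the AAV-GFP arrays, and the test was chosen after they were seen. AAV-Cre replicates 3 and 4 had the lowest 75th percentiles of signal, 437.7 and 396.3, against 461.3 to 550.9 in the others. RNA quality, labelling and a difference between mice were not tested and stay open.

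The probe ILMN_2476405 was bright in all AAV-GFP arrays and at background in all AAV-Cre arrays. In the deposited signal the lowest AAV-GFP array was 32.2 times the highest AAV-Cre array, which argues against background correction or normalization as the source. The mice had a mixed background, and 8 other probes besides those of Xist switched between bright and dim by at least 4 on the log2 scale, but all 8 followed the division by Xist and 0 the groups, so a strain variant under the probe could be neither excluded nor shown. Loss of GATA4 ending this transcript needs background signal in the AAV-Cre arrays, which held in 4 of 4, but that restates the pattern and the groups also differ in the vector, so the explanations cannot be told apart. A match of the probe to RNA of the GFP vector may be a further explanation and was not tested, since the sequence of the probe was not used here.

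Other divisions of the 8 arrays into 4 and 4 were fitted in the same way, 35 in all with the real one. For the count at an adjusted p under 0.25, which was 1, 5 splits gave as many and the highest other split gave 83, and with a 1.5-fold change the numbers were also 5 and 83. For the count at 0.05, also 1, 3 splits gave as many and the highest other gave 2. Chance is thus not excluded for these counts. The split with 83 set AAV-GFP replicates 1, 3 and 4 with AAV-Cre replicate 1 against the other 4 arrays. Those 4 others all lay higher on the first principal component (-5.24 or more, against -9.67 or less). That points to a structure of the samples, the source of which was not tested. For the 1345 features at an unadjusted p under 0.05, 3 splits gave as many and the highest other gave 1870, so chance is not excluded there either. For the number of lists past camera, which was 10, 1 split of 35, the real one, gave as many and the highest other gave 9, but the list of RT-qPCR genes had been selected by the study on the real groups. Without it 9 of 32 lists passed, 6 splits gave as many and the highest other gave 9, so chance is not excluded for the lists.

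By SAM on all probes of the authors' value table with a 1.5-fold change, 52 features were higher and 8 lower at an FDR of 0.25, 0 were higher and 1 was lower at 0.20, and 63 were higher and 8 lower at 0.26. The numbers lower and the number higher at 0.20 are fewer than the values quoted from the study above by over 1.5 times, and the other numbers higher are fewer by less. Without a fold threshold 562 features were called over all probes at 0.25, which is fewer than the study's count by less than 1.5 times. Counts over all probes are of probes, of which a gene can have several, while the study states its counts as genes. How near these counts come to the study's thus depends on the unit. With 1 probe per gene there were 313 features in that table at 0.25, and with a 1.5-fold change 38 were higher and 13 lower at 0.25, 7 were higher and 7 lower at 0.20, and 38 were higher and 15 lower at 0.26. Those are all fewer than the values quoted from the study above by over 1.5 times. By SAM on the normalized values used here, 1 feature was called at an FDR of 0.25, of 0.20 and of 0.26. That is also fewer than the values quoted from the study above.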
